A study of Gallus gallus with 4 samples.

How the data were processed

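Single-cell and single-nucleus RNA sequencing of embryonic chicken feathers was analysed in 4 droplet libraries, 1 per group. Feathers plucked from the dorsal midline of white leghorn embryos gave 3 libraries, at 12 days (Hamburger and Hamilton stage 38), 13 days (stage 39) and 14 days (stage 40) of incubation. A piece of dorsal skin with its feathers still embedded gave the other library, at 12 days. Per the labels' protocols, the 12-day tissue was digested with Pronase into whole cells, and the 13- and 14-day feathers were homogenised into nuclei because keratinised tissue could not be dissociated.

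The deposited values are raw UMI counts (unique molecular identifiers, which collapse PCR copies of a transcript) per gene and barcode. Per the file headers, the authors made these counts with Cell Ranger 3.1.0 for the 12-day cells and Cell Ranger 7.0.0 for the 13- and 14-day nuclei. The headers do not state the genome build or whether intronic reads were counted. A difference between 12 days and the later ages therefore also carries the change from cells to nuclei and the change of software version, and is described only with that said. All 4 libraries list the same 16878 genes under Ensembl chicken IDs, of which 4436 carry no gene symbol. No genome was used here, so no coordinates are given. Gene names come from the deposited tables, and synonyms and chromosomes from a RefSeq gene table.

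Barcodes were kept with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs, counted over 13 mitochondrial genes. The minimum of 500 UMIs removed nothing, since the lowest deposited barcode had 500. This left 6208 of 10952 barcodes for plucked feathers at day 12, 19457 of 22664 at day 13, 19435 of 25075 at day 14, and 5411 of 8822 for feathers in skin. The mitochondrial limit alone was exceeded by 4737 barcodes of plucked day 12 and 3410 of feathers in skin.

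Doublets were marked with Scrublet (scanpy 1.11.5, in double precision) at its automatic threshold, with an expected rate of 0.8% per 1000 barcodes, and left out. It marked 153 barcodes (2.46%) of plucked day 12, 2860 (14.7%) of day 13, 5390 (27.7%) of day 14 and 73 (1.35%) of feathers in skin. The calls in the nuclei are uncertain. On day 13 the marked nuclei had a median of 2257 UMIs against 2309 for the others. With up to 20% mitochondrial UMIs allowed, no threshold was found for day 13, and 16.6% were marked on day 14. The call in feathers in skin was also unstable: in single precision the automatic threshold differed between processor settings. A score threshold of 0.27, at which 52 barcodes were marked, was kept as an alternative.

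Each library was clustered on its own. Counts were scaled to 10000 per barcode over genes other than mitochondrial and globin ones and log-transformed. The 2000 most variable genes were reduced to 30 principal components, and a shared-neighbour graph of 15 neighbours was partitioned by the Leiden algorithm at resolution 1 (leidenalg 0.10.2, python-igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15; figures with matplotlib 3.10.9). The panel genes and feather keratin genes described below were left out of clustering.

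Clusters were named from marker lists for 11 classes, of which 116 of 136 markers were found. Each class was scored by its markers' CPM (UMIs of a gene scaled to a common total) between a background, the 25th percentile over clusters, and the highest cluster. A name required at least 50% of the class's markers detected (at 20 CPM in 5% of cells), no fewer than 3 of them, and a score of at least 0.1. A cluster stayed unnamed if its 10 leading genes held more markers of another class than of its own. It also stayed unnamed if its median UMI count was under the library's median divided by 3 with no own marker among those 10. This is the last of 5 scoring rules, each written after the clusters named by the rule before it had been seen and before any value was compared between libraries. The 4 earlier rules are alternatives. The classes are rebuilt here, so a difference from the study can come from the names. The naming was also run on simulated data made from plucked day 12 (4920 cells of 7 classes, 2000 genes used for clustering). Each named cell was redrawn from the mean profile of the class this rule had given it, and unnamed cells were left out. There, 96.9% of cells received the class they were drawn from and 3.07% stayed unnamed. This shows only that the rule recovers its own uniform classes, not that the names of real clusters are right.

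UMIs were summed per library and class, and log2 ratios of CPM were taken with a pseudocount of 10 CPM, which understates changes of low genes. With 1 library per group there is no replicate and no test, and the comparisons describe these libraries. Sums are given with exact Poisson 95% intervals and shares with exact Clopper-Pearson 95% intervals. The interval of a ratio combines the outer ends of both Poisson intervals. These intervals cover counting error only, not the difference between embryos, dissections or runs. In data simulated at the library sizes of the day 12 keratinocyte-like comparison, over 2815 genes with a mean of at least 50 CPM, the intervals held the true ratio for 99.3% of genes, and the 200 genes that had been changed were the 200 with the largest ratios.

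The marker lists, the gene panel, the rule for naming genes and the first set of alternatives were fixed before the data were examined. A panel of 48 signalling and feather genes was listed, of which 47 were found. In each comparison the 10 genes with the highest and the 10 with the lowest ratio were taken among those with at least 50 CPM in either library, leaving out mitochondrial, globin and feather keratin genes, and up to 5 in each direction that carry a symbol are printed. Some genes that met these rules are not reported here. Feather keratins were summed as a family because near-identical copies share reads. The family holds 9 entries, F-KER and those called FK21 or FK27, and the latter names were added once the gene tables had been seen. Shares of cells with a UMI were also taken after thinning each cell to 1000 UMIs.

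For each library the keratinocyte-like cells were clustered again at resolution 1, and the sub-cluster with the highest SHH level was set against the others. Gene lists by chromosome were compared with 10000 random lists of the same size matched on expression. The first set of alternatives changed the filters, doublets, clustering, scaling (edgeR 4.0.16 in R 4.3.3 gave the TMM factors, used for scaling only), pseudocount and minimum CPM. Others, added after seeing the data, changed the naming rule, the mitochondrial limit, the doublet threshold, the denominator of shares and single clusters. For the limit of 20% mitochondrial UMIs, barcodes above 10% carried no doublet call.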

Results

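The series characterised the cell types of developing feathers. It held 4 droplet libraries with 1 library in each group, so no value below has a replicate. Plucked feathers at day 12 gave 10952 deposited barcodes with 69076945 UMIs, and feathers in skin at day 12 gave 8822 barcodes with 56504070 UMIs, both from whole cells. The nuclei of plucked feathers gave 22664 barcodes with 72385294 UMIs at day 13 and 25075 barcodes with 68627005 UMIs at day 14. After filtering and removal of marked doublets, 6055, 5338, 16597 and 14045 barcodes remained in that order. Before doublets were removed, the median kept barcode held 8537 UMIs in plucked day 12, 6797 in feathers in skin, 2299 at day 13 and 2150 at day 14. Globin genes took 0.505% of all UMIs in plucked day 12 and 1.43% in feathers in skin, against 45.3% at day 13 and 43.7% at day 14.

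The first comparison, plucked feathers against feathers in skin at day 12, set the feather itself against feathers with the surrounding skin, at the same age and with the same cell preparation. Keratinocyte-like cells (the epithelial class) made up 60.8% of kept barcodes in plucked feathers (3679 of 6055; 95% interval 59.5 to 62.0) and 42.7% in feathers in skin (2281 of 5338; 41.4 to 44.1). The difference of 18.0 percentage points exceeded counting error. With unnamed clusters given the class of their highest score it was 29.0 points. It moved most when barcodes with over 5% mitochondrial UMIs were left out, to -1.75 points. In that setting unnamed clusters held 29.3% of plucked feathers and 7.34% of feathers in skin, so the filter and the naming were not separated there. Fibroblast-like cells made up 12.3% of plucked feathers (11.5 to 13.2) and 30.9% of feathers in skin (29.7 to 32.2), a difference of -18.6 points. That difference ranged from -23.5 to -10.6 points over its 16 alternatives and was negative in all of them. Mural-like cells were named from markers of smooth muscle and of cells around vessels. They took 1.70% of plucked feathers (1.39 to 2.06) and 10.3% of feathers in skin (9.50 to 11.2). The latter share rested on a fragile boundary with the fibroblast-like class. At the raised doublet threshold the mural-like cells of feathers in skin numbered 371 of 5359 in place of 550 of 5338. The class also joined unlike cells. In feathers in skin, 289 cells lay in a cluster led by ACTG2 and TAGLN, and 82 in another led by ANGPT2 and KCNJ8. The 103 plucked cells lay in a cluster with ACTA2, ANGPT2 and KCNJ8 among its leading genes. The difference is therefore not one of cells around vessels alone. Unnamed clusters held 18.7% of plucked feathers and 8.90% of feathers in skin. Most of the unnamed plucked clusters had few UMIs, as in clusters of 451 and 447 cells with medians of 1380 and 802 UMIs. The naming was uneven here. An in-skin cluster of 320 cells, which shared several leading genes with the plucked cluster of 451, was named keratinocyte-like.

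**Figure D1:**
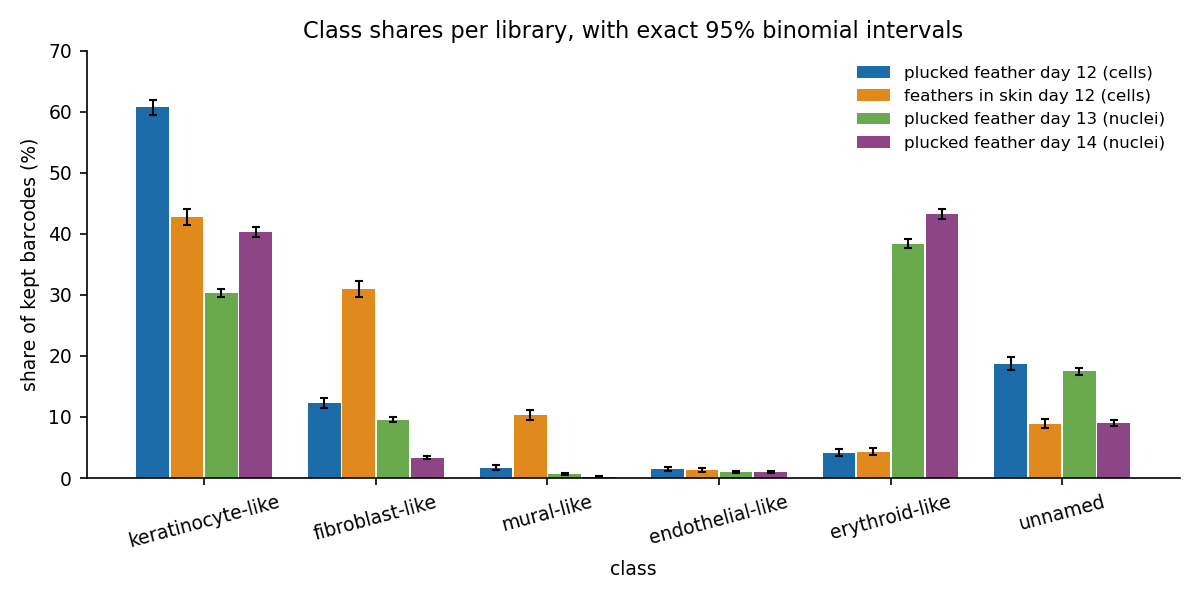
Share of kept barcodes (%) in 5 classes and in unnamed clusters for each of the 4 libraries, with exact 95% binomial intervals as error bars. Keratinocyte-like cells took 60.8% of plucked feathers and 42.7% of feathers in skin at day 12, and erythroid-like nuclei took 38.4% and 43.2% of the nuclei at days 13 and 14.

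The second comparison, plucked feathers at day 14 against day 13, addressed the change with age within nuclei. Erythroid-like nuclei were the largest class in both, with 38.4% at day 13 (37.6 to 39.1) and 43.2% at day 14 (42.4 to 44.0). That ranking depended on the setting. At Leiden resolution 0.5, day 14 held 6472 keratinocyte-like against 6067 erythroid-like nuclei. With unnamed clusters given the class of their highest score, day 13 held 7498 against 6650. Keratinocyte-like nuclei made up 30.3% at day 13 (29.6 to 31.0) and 40.3% at day 14 (39.5 to 41.2), a difference of 10.0 percentage points. Among barcodes other than erythroid-like ones, the shares were 49.2% and 71.0%. The difference went the other way under 4 of 15 alternatives, the farthest being -4.84 points when unnamed clusters were given the class of their highest score. A day 13 cluster of 2466 nuclei with a median of 698 UMIs was then counted as keratinocyte-like. The assignment was uneven, since 541 day 14 nuclei had too few markers of any class and stayed unnamed, and 679 others became erythroid-like on a score of 0.0198. Its direction is therefore not settled by these data. Fibroblast-like nuclei made up 9.54% at day 13 (9.10 to 10.0) and 3.33% at day 14 (3.04 to 3.64). This difference of -6.21 points turned to 2.51 points under the first naming rule and to 2.23 points with a minimum of 1000 UMIs. Of the 1584 fibroblast-like nuclei at day 13, 727 lay in a cluster with a median of 906 UMIs of which globin took 35.2%, and 721 lay in a cluster whose keratinocyte-like score of 0.281 was close to its fibroblast-like score of 0.295. Unnamed clusters held 17.5% at day 13 and 9.06% at day 14. At day 14, 232 nuclei were neuron-like on 4 detected markers, none of them among the cluster's 10 leading genes. That cluster shared 7 of its 10 leading genes with a day 13 cluster of 227 nuclei named keratinocyte-like, so the same kind of nuclei can have received different names at the 2 ages.

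In the keratinocyte-like class at day 12, 3322 genes reached 50 CPM in either library, from 45475141 UMIs in plucked feathers and 21859929 in feathers in skin. The median size of the log2 ratio over these genes was 0.53, and without the minimum of 50 CPM it was 0.18. The median ratio itself was 0.15, and TMM scaling moved it to -0.07, so ratios below are also given relative to the median gene. The gene with the highest ratio was HINTW (ENSGALG00000035998), with 143147 UMIs in plucked feathers and 0 in feathers in skin. This was at least 22937-fold higher, counting 3 UMIs as the limit of a count of 0. Among genes with a symbol, FAM129A had the next highest log2 ratio, 3.57 (3.42 relative to the median gene), from 239 CPM against 10.9 CPM, and 2.10 when the 4 libraries were clustered together. HNRNPKL had a log2 ratio of 3.40 (3.25 relative to the median), from 4555 UMIs against 9. HINTW and HNRNPKL are W-linked genes, carried by female birds, and Z-linked genes in this class had a median ratio differing by -0.55 from that of other genes. ABCA12 had a log2 ratio of 3.23 (3.07 relative to the median), from 478 CPM against 42.1 CPM. The rest of the 10 highest genes carry no symbol in the deposited tables, and 5 of these lay between HINTW and FAM129A, with ratios from 3.64 to 5.23. Of these 5, 3 were among the 10 leading genes of an in-skin cluster of 288 cells that stayed unnamed, while plucked clusters of 435 and 182 cells led by 1 and 2 of the same genes were kept in the class, so these ratios partly follow from the naming.

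The lowest ratios in the same class belonged to COL1A1 at -5.26, POSTN at -4.89, COL1A2 at -3.72, KRT24 at -3.52 and KRT18 at -2.89, each lower still by 0.15 relative to the median gene. The first 4 of these are also among the markers that named the classes, KRT24 as a synonym of KRT19, so their ratios partly follow from the naming. A single cluster of 256 keratinocyte-like cells in feathers in skin held 92.4% of the class's COL1A1, COL1A2 and POSTN UMIs. Without that cluster the ratio of COL1A1 was -1.86, that of POSTN -1.44 and that of COL1A2 -0.77. The sizes of these 3 ratios therefore rest on that cluster. The ratio of KRT18 was -0.55 and that of KRT24 was -2.53 when the 4 libraries were clustered together. A plucked cluster of 119 cells with KRT18 among its 10 leading genes stayed unnamed, while an in-skin cluster of 192 cells with KRT18 and KRT24 among its own was kept in the class.

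In the fibroblast-like class at day 12, the median ratio over 3546 genes was 0.39. HINTW again had the highest ratio, 7.75 (interval 7.66 to 7.79), from 7536 UMIs in plucked feathers against 1 UMI in feathers in skin. NID1 had a ratio of 4.09, HNRNPKL 3.77 and CALB1 3.65. The lowest ratios were those of TNMD at -4.82, CHODL at -4.10, CRABP-I at -3.87, ECM2 at -3.68 and NREP at -3.68. Relative to the median gene, these 9 ratios ranged from 7.36 for HINTW to -5.21 for TNMD. None of the 9 changed direction under the alternatives. The ratio of HINTW moved most with a pseudocount of 1 CPM, to 10.95.

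In keratinocyte-like nuclei, the ratios of day 14 over day 13 were smaller, with a median size of 0.32 over 3468 genes. Without the minimum CPM it was 0.14. The median ratio was -0.26, and TMM scaling moved it to 0.0053. KRTAP10-4 (ENSGALG00000000341) had the highest ratio, 5.22 (5.15 to 5.29; 5.48 relative to the median gene), from 4577 CPM at day 14 against 113 CPM at day 13. EDMPN2 (ENSGALG00000038478) had a ratio of 4.36 (4.62 relative to the median gene), from 321 CPM against 6.08 CPM. When the 4 libraries were clustered together these ratios were 2.97 and 1.95. The lowest ratios were -1.69 for HOXA9, -1.68 for BCHE, -1.68 for ASTN2, -1.65 for ITPR2 and -1.61 for KITLG, or from -1.43 to -1.36 relative to the median gene. The list of lowest genes was unstable: 1 of its 10 genes was shared with the list made with a minimum of 1000 UMIs, against 10 of 10 for the highest genes. With the 4 libraries clustered together, 3 of the 10 highest and 1 of the 10 lowest genes were shared.

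KRTAP10-4 and EDMPN2 were also higher at day 14 in fibroblast-like nuclei, with ratios of 5.89 and 3.83. KRTAP10-4 was higher at day 14 in the erythroid-like class too, at 678 CPM over UMIs other than globin and mitochondrial ones against 30.4 CPM, and in the endothelial-like class, at 3093 CPM against 66.1 CPM, so background was not separated from expression in these classes. HS3ST5 at -4.01, LRP4 at -3.33, CCDC85C at -3.20, POU2F3 at -3.15 and TRPM3 at -3.08 had the lowest ratios in fibroblast-like nuclei, where the median over 4147 genes was -0.23. The day 13 class behind them contained the 721 nuclei with a nearly equal keratinocyte-like score. With 4000 variable genes the ratio of TRPM3 was -0.48, that of POU2F3 -1.33 and that of CCDC85C -1.70. When the 4 libraries were clustered together, the ratio of LRP4 was -0.99 and that of HS3ST5 -1.52.

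The feather keratin family stands here for 9 entries among the structural proteins of the feather. Any feather keratin listed under another name or without a symbol was not counted. The family held 2360 UMIs in keratinocyte-like cells of plucked feathers at day 12, or 51.9 CPM (49.8 to 54.0). In feathers in skin the class held 6 UMIs, or 0.274 CPM (0.101 to 0.597). The single entry F-KER supplied 2358 of the UMIs in plucked feathers and all 6 in feathers in skin, so these values are nearly those of 1 gene. The log2 ratio was 2.59 (2.50 to 2.66; 2.44 relative to the median gene), and it moved most, to 0.58, when the 4 libraries were clustered together. The class boundary matters for this value. Of the 111 family UMIs in the kept barcodes of feathers in skin, 103 lay in unnamed clusters, and with these clusters given the class of their highest score the ratio was 2.08. Over all kept barcodes, whatever their class, there were 2403 UMIs against 111, a log2 ratio of 2.13 (2.02 to 2.23). The ratio was positive under each of the 18 alternatives, including the 3 other scalings.

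In nuclei, the family reached 1255 CPM (1237 to 1273) at day 13 and 5863 CPM (5825 to 5902) at day 14 in the keratinocyte-like class. The log2 ratio was 2.21 (2.19 to 2.24; 2.47 relative to the median gene). It was positive under all 3 other scalings but fell to 0.0020 when the libraries were clustered together, where 80.7% of the day 14 family UMIs lay in unnamed clusters. Over all kept barcodes, whatever their class, it was 2.42 (2.40 to 2.45), from 106105 UMIs at day 14 against 25495 at day 13. Fibroblast-like nuclei held 311 CPM at day 13 and 2182 CPM at day 14. Over UMIs other than globin and mitochondrial ones, the day 14 level was 6898 CPM in keratinocyte-like, 5770 CPM in endothelial-like, 2527 CPM in fibroblast-like and 798 CPM in erythroid-like nuclei, so background was not separated from expression outside the keratinocyte-like class. F-KER (ENSGALG00000028706) supplied 18844 of the 18994 family UMIs in keratinocyte-like nuclei at day 13 and 86149 of the 89226 at day 14. The level at day 12 lay far below those of both nuclear libraries, in a comparison that also changed cells to nuclei and the software version.

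After thinning to 1000 UMIs, 110 of 3672 keratinocyte-like cells in plucked feathers at day 12 had a family UMI (95% interval 2.47% to 3.60%), against 0.0478% in feathers in skin (0.0012 to 0.266). Thinning left out 7 of 3679 cells and 188 of 2281 cells. The unthinned shares were 11.8% and 0.175%. Among fibroblast-like cells, which served as background, 0 of 743 thinned cells in plucked feathers had one. Unthinned, 0.402% did, at a median depth of 4430 UMIs against 11067 in the keratinocyte-like class. Erythroid-like cells gave a higher background there, 36.2 CPM over UMIs other than globin and mitochondrial ones, from 7 family UMIs. Over the same UMIs the keratinocyte-like class held 55.2 CPM and the fibroblast-like class 0.903 CPM. The thinned shares in nuclei were 34.7% at day 13 and 66.6% at day 14 in the keratinocyte-like class, against 16.7% and 46.9% in the fibroblast-like class. The median depth at day 14 was 1773 UMIs in the former class and 2721.5 UMIs in the latter. The unthinned shares at days 13 and 14 were 55.2% and 80.1%, against 37.1% and 71.2%.

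**Figure D2:**
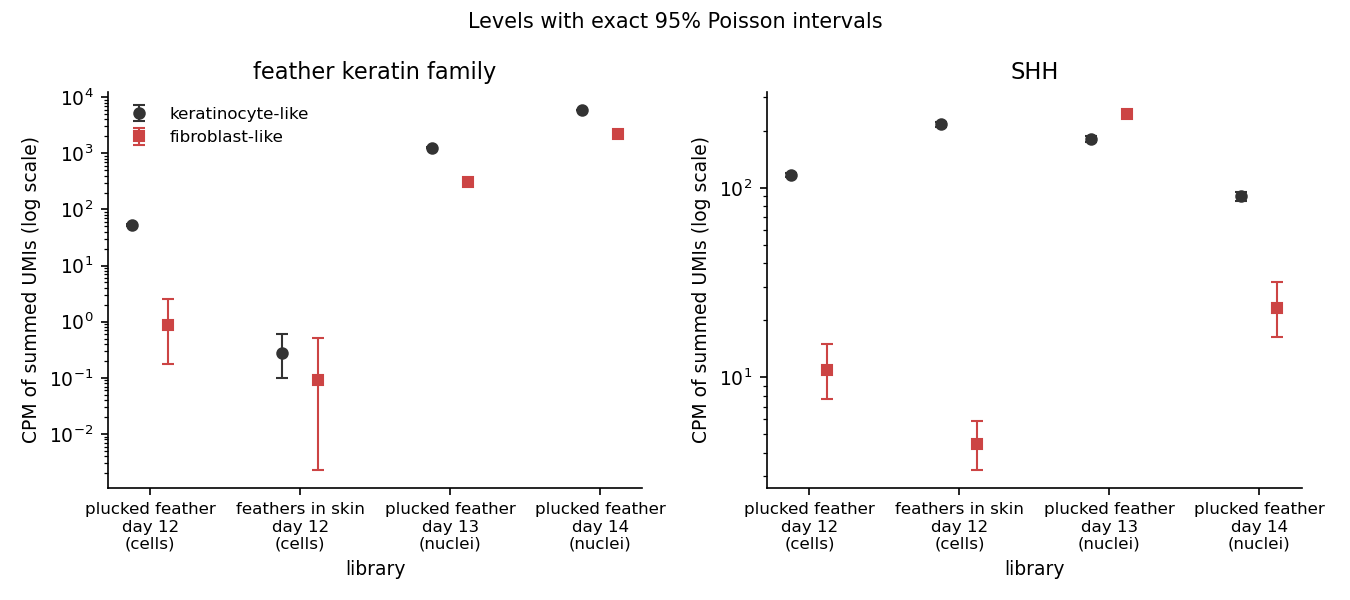
CPM of summed UMIs on a log scale for the feather keratin family and for SHH in each of the 4 libraries, keratinocyte-like as circles and fibroblast-like as squares, with exact 95% Poisson intervals. The family lay at 51.9 CPM in plucked day 12 cells and 5863 CPM in day 14 nuclei of the keratinocyte-like class, and SHH at day 13 was 182 CPM in keratinocyte-like and 247 CPM in fibroblast-like nuclei.

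SHH, a signal of the feather epithelium and the first panel gene, held 5309 UMIs in keratinocyte-like cells of plucked feathers at day 12, or 117 CPM (114 to 120), and 4731 UMIs in feathers in skin, or 216 CPM (210 to 223). The log2 ratio was -0.84 (-0.91 to -0.76; -0.99 relative to the median gene). It ranged from -1.61, with over 5% mitochondrial UMIs left out, to -0.11, as the mean of each cell's own CPM. Thinned to 1000 UMIs, 7.16% of keratinocyte-like cells in plucked feathers (6.35 to 8.04) and 8.89% in feathers in skin (7.70 to 10.2) had an SHH UMI, so these intervals overlapped. The unthinned shares were 18.3% and 19.2%. The fibroblast-like shares, as background, were 1.48% and 0.426% after thinning and 4.95% and 2.06% before it. Over UMIs other than globin and mitochondrial ones, erythroid-like cells of plucked feathers held SHH at 67.3 CPM, from 13 UMIs, against 124 CPM in keratinocyte-like cells. In feathers in skin these levels were 16.1 CPM, from 4 UMIs, and 230 CPM. In feathers in skin the median depth was 9421 UMIs in keratinocyte-like and 6172 UMIs in fibroblast-like cells.

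Between the nuclei, SHH fell from 182 CPM (175 to 189) at day 13 to 90.4 CPM (85.7 to 95.3) at day 14, a log2 ratio of -0.93 (-1.05 to -0.81; -0.68 relative to the median gene). It ranged from -1.46 under the second naming rule to -0.66 under TMM scaling. At day 13, however, fibroblast-like nuclei held SHH at 247 CPM (236 to 258). Thinned, 12.9% of keratinocyte-like (11.9 to 13.9) and 11.2% of fibroblast-like nuclei (9.44 to 13.2) had a UMI, at median depths of 2258.5 and 2026 UMIs. Thinning left out 732 of 5032 and 462 of 1584 of these nuclei, and the unthinned shares were 23.2% and 24.4%. The day 13 share in the keratinocyte-like class therefore did not exceed background measured in this way beyond counting error, and the other 6 named classes of day 13 held SHH at 124 to 283 CPM over UMIs other than globin and mitochondrial ones, against 221 CPM in the keratinocyte-like class. At day 14 the thinned share was 6.17% in keratinocyte-like nuclei (unthinned 10.2%), with 1228 of 5666 left out, and 0 of 407 in fibroblast-like nuclei (unthinned 3.63%).

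Panel genes other than SHH with at least 50 CPM and a log2 ratio of at least 1 in size at day 12 were BMP7 at 1.43 and JAG1 at 1.75, higher in plucked feathers, and PTCH1 at -1.16, FST at -2.07, PTHLH at -1.29 and TGFB2 at -1.01, lower there. Relative to the median gene these were 1.28, 1.60, -1.32, -2.22, -1.44 and -1.16. FST was the least stable of these day 12 ratios, at -0.56 without the in-skin cluster rich in collagen UMIs. Between the nuclei, HHIP at -1.51, WNT6 at -1.01, AXIN2 at -1.15, NOTCH1 at -1.15 and CDH2 at -1.30 were lower at day 14. Relative to the median gene these were -1.25, -0.76, -0.89, -0.89 and -1.04. HHIP was the least stable of them, at -3.59 with a minimum of 1000 UMIs. None of these panel genes changed direction under the alternatives.

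The keratinocyte-like class was then clustered again within each library, without the panel genes. The sub-cluster with the highest SHH level held 179 of 3679 cells in plucked day 12, 78 of 2281 in feathers in skin, 667 of 5032 at day 13 and 279 of 5666 at day 14. Its SHH level was 1457 CPM, 1469 CPM, 553 CPM and 540 CPM in that order, against 689, 505, 139 and 226 CPM in the next sub-cluster. Of the other 46 panel genes, 8 were higher in this sub-cluster than in the rest of the class beyond counting error in all 4 libraries. WNT6 had log2 ratios from 1.87 to 2.63, LEF1 from 1.48 to 2.93, NCAM1 from 1.82 to 3.58 and TGFB2 from 1.69 to 3.06. AXIN2 ranged from 0.76 to 1.48, PTCH1 from 0.71 to 1.40, FGFR2 from 0.43 to 1.24 and FGFR3 from 0.30 to 1.25. EDAR, BMP7 and WNT10A were higher in all 4 libraries, beyond counting error in 3 of them. No panel gene was lower beyond counting error in all 4, and WNT11 and CDH2 were lower in 3. WNT3A, NOTCH1, FOXN1 and TOP2A were higher in 2 libraries and lower in 2, each beyond counting error, and divided the cells from the nuclei. TOP2A had a ratio of -1.74 in plucked day 12 and -1.81 in feathers in skin, against 1.67 at day 13 and 3.03 at day 14. The feather keratin family was lower in 3 libraries beyond counting error, with ratios down to -3.32. The number of genes higher in all 4 ranged from 6 to 10 over 14 alternatives, and the 6 genes found with over 5% mitochondrial UMIs left out included 4 of the 8.

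**Figure D3:**
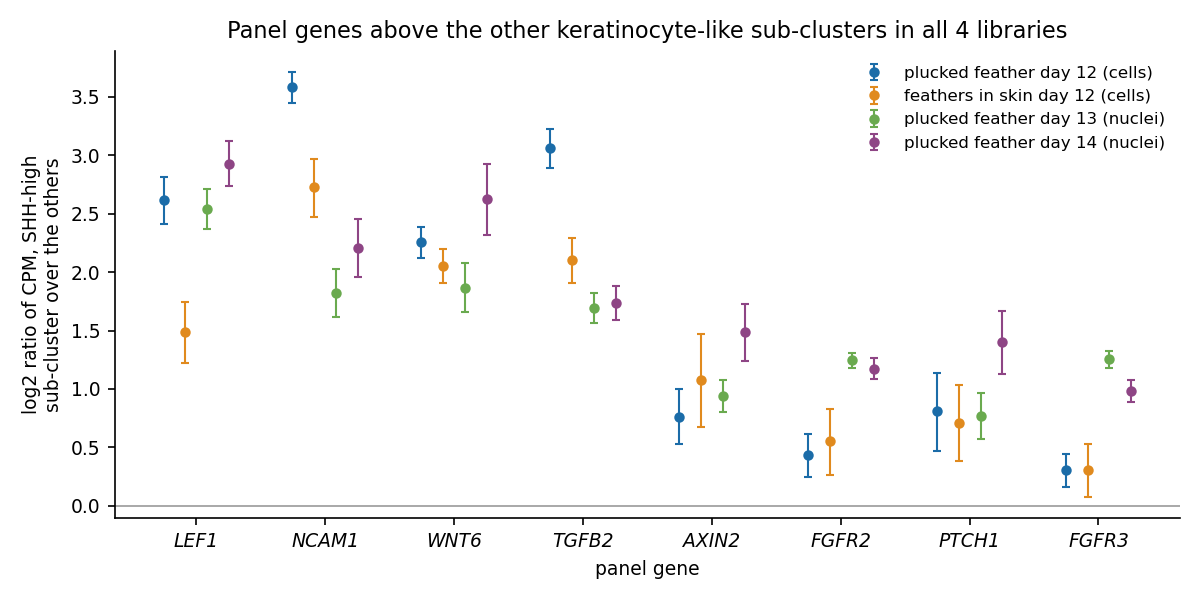
Log2 ratio of CPM in the sub-cluster with the highest SHH level over the other keratinocyte-like sub-clusters, for the 8 panel genes above 0 beyond counting error in all 4 libraries. Points are libraries with intervals from exact 95% Poisson bounds, and the ratios of WNT6 lie from 1.87 to 2.63.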

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

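The alternatives on naming rules, the limit of 20% mitochondrial UMIs, the class of the highest score, the raised doublet threshold, the share without erythroid-like barcodes and single clusters left out were chosen after the results were seen; the others were planned. No paired analysis was possible because each group held 1 library. With no replicates, a value is counted as moved when it left its own counting interval, so small moves count too.

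As reported, the keratinocyte-like share differed by 18.0 percentage points at day 12 and 10.0 between the nuclei, and the fibroblast-like share by -18.6 and -6.21. The log2 ratio of the feather keratin family was 2.59 and 2.21, that of SHH -0.84 and -0.93, and the median size over genes 0.53 and 0.32, in the keratinocyte-like class. Both SHH ratios, the family ratio at day 12 and the fibroblast-like difference at day 12 kept their direction under every alternative run. The family ratio of the nuclei was never negative. At 0.0020 with the 4 libraries clustered together, it showed no difference. The other 3 share differences changed direction under at least 1 alternative. The count of panel genes higher in all 4 SHH-high sub-clusters ranged from 6 to 10 around 8. Below, the cause was not tested unless a value is given for it.

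With a minimum of 1000 UMIs, the day 12 values were 23.8 points for keratinocyte-like and -23.5 for fibroblast-like cells, -1.56 for SHH and 0.54 for the median size. The nuclei gave 1.06 points, a reversed 2.23 points for fibroblast-like nuclei, 2.66 for the family, -1.15 for SHH and 0.38. With over 5% mitochondrial UMIs left out, day 12 gave a reversed -1.75 points for keratinocyte-like cells, -10.6 for fibroblast-like cells, 1.57 for the family, -1.61 for SHH and 0.61. In that setting unnamed clusters held 29.3% of plucked day 12 barcodes, 7.34% of those of feathers in skin and 84.0% of the plucked day 12 family UMIs. The nuclei gave 6.97 and -1.50 points, 2.92, -1.07 and 0.44.

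With doublets kept, day 12 gave 14.5 points for keratinocyte-like cells, -1.53 for SHH and 0.54, and the nuclei 1.92 and -3.18 points, 2.17 for the family and 0.22. At Leiden resolution 0.5, day 12 gave -0.96 for SHH and 0.56, and the nuclei 15.9 and -2.08 points, 1.86, -1.25 and 0.27. At resolution 2, day 12 gave 14.0 points, -1.05 and 0.52, and the nuclei 7.05 and -4.89 points, 2.30, -0.78 and 0.31. With 4000 variable genes, the fibroblast-like difference was -21.6 points at day 12 and -7.61 between the nuclei, whose median size was 0.29.

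With the 4 libraries clustered together, day 12 gave 9.08 and -21.5 points, 0.58 for the family, -0.12 for SHH and 0.47. The nuclei gave a reversed -0.206 points for keratinocyte-like and -0.350 for fibroblast-like nuclei, 0.0020 for the family, -1.11 for SHH and 0.30. There, unnamed clusters held 92.6% of the family UMIs of plucked day 12 and 80.7% of those of day 14, which shows why the family ratios fell.

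Naming rule A gave -22.0 points for fibroblast-like cells at day 12, and in nuclei reversed differences of -0.545 points for keratinocyte-like and 2.51 for fibroblast-like nuclei, with 2.71 for the family, -1.16 for SHH and 0.40. Rule B gave -22.0 points at day 12, and in nuclei 21.1 and -1.83 points, 1.60, -1.46 and 0.33. Rule C gave in nuclei a reversed -3.18 points for keratinocyte-like nuclei, -1.83 points, 1.44, -0.78 and 0.20. Rule D moved none of these values.

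With a limit of 20% mitochondrial UMIs, day 12 gave 28.8 points for keratinocyte-like cells, 2.49, -0.95 and 0.51, and the nuclei 3.98 and -2.97 points, 2.35 for the family and 0.28. With unnamed clusters given the class of their highest score, day 12 gave 29.0 points, 2.08, -0.63 and 0.48. The nuclei gave a reversed -4.84 points for keratinocyte-like nuclei, 2.31 for the family and 0.28; a day 13 cluster of 2466 nuclei became keratinocyte-like there, while 541 day 14 nuclei with too few markers of any class stayed unnamed. With the in-skin cluster rich in collagen UMIs left out, day 12 gave 20.9 points and -0.97 for SHH. At the raised doublet threshold of 0.27 the fibroblast-like difference at day 12 was -22.0 points. As a share of barcodes other than erythroid-like ones, the nuclei differed by 21.8 and -9.61 points. Without the day 13 fibroblast-like cluster of 727 nuclei the fibroblast-like difference was -1.83 points.

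With TMM scaling, day 12 gave 2.72 for the family, -1.08 for SHH and 0.54, and the nuclei 2.50, -0.66 and 0.20. Without mitochondrial and globin genes in the total, the nuclei gave 2.17 for the family and 0.35. With the mean of each cell's own CPM, day 12 gave 2.48, -0.11 and 0.57, and the nuclei 1.93 for the family and 0.28. A pseudocount of 1 CPM gave median sizes of 0.58 and 0.35, and no minimum CPM gave 0.18 and 0.14, where genes with few counts are pulled to 0 by the pseudocount.

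Over 47 results for single genes and shares of cells with an SHH UMI, 815 alternative values were computed: 515 stayed within the counting interval, 300 moved and 0 reversed. These counts overstate stability. The genes were chosen for the size of their ratios, which makes a reversal unlikely. Some alternatives also could not move a value. The raised in-skin doublet threshold left the nuclei unchanged, and naming rules A to D left the keratinocyte-like cells of day 12 unchanged. Thinning to 1000 UMIs changed the difference in the share of cells with an SHH UMI from -0.909 to -1.72 points at day 12 and from -13.0 to -6.69 points between the nuclei. Depth limits the nuclei most, since 732 of 5032 keratinocyte-like nuclei at day 13 and 1228 of 5666 at day 14 had under 1000 UMIs.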

Other observations

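The test of the other W-linked genes and the test of SHH in the other classes of day 13 were chosen after the result was seen; the other tests were written down before their result. All patterns were found in these data, so each explanation is a hypothesis.

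HINTW lay on the W chromosome and was abundant in the 3 plucked libraries, with 0 UMIs in keratinocyte-like cells of feathers in skin. A difference in counting 1 gene is argued against by the other 2 W-linked genes, SMAD7B and HNRNPKL, whose summed CPM in feathers in skin was 0.384% of that in plucked day 12 (0.412 against 107). Embryos of different sex behind the libraries may explain it. The 126 Z-linked genes had a median log2 ratio differing by -0.55 from other genes, outside the range of 10000 random lists (-0.32 to 0.34). In fibroblast-like cells the difference was -0.39. Plucked day 13 nuclei against feathers in skin gave 0.35 in keratinocyte-like and 0.23 in fibroblast-like, inside the ranges of the random lists (-1.33 to 0.77 and -0.89 to 0.62), which are wide enough to hold the day 12 differences too. That comparison also changes cells to nuclei, and it decides nothing about the sex behind the nuclei. A large mixture of both sexes in plucked day 12 is argued against by its keratinocyte-like cells. Of these, 0.109% (4 of 3679; 0.0296 to 0.278) had 0 HINTW UMIs, where a Poisson count gives 0.0320%. Its fibroblast-like cells exceeded the Poisson count, at 0.937% (7 of 747; 0.378 to 1.92) against 0.281%, so a small mixture is not excluded. Its erythroid-like cells gave 17.9% against 22.3%. Free RNA can give a cell without the gene a UMI, so low levels in plucked day 12 were counted too. HINTW lay under 1/4 of the class level in 1.30% of keratinocyte-like and 3.75% of fibroblast-like cells. In erythroid-like cells, with a median of 1391 UMIs, this share was 22.6%. A cell of the other sex holding more free RNA than that would still be missed. For the nuclei a mixture stays open. Keratinocyte-like nuclei without a HINTW UMI were 20.3% at day 13 and 32.8% at day 14, against 11.4% and 21.1% from a Poisson count. Fibroblast-like nuclei gave 9.79% against 8.30% and 16.7% against 7.36%, and erythroid-like nuclei fewer than the Poisson count, 22.3% against 24.4% and 34.1% against 38.8%. A mixture cannot give fewer than the Poisson count, so that count is no fair expectation for the erythroid-like class. On this reading sex goes with dissection in the day 12 comparison, and their effects were not separated for genes other than the W-linked ones.

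Collagen genes were higher in keratinocyte-like cells of feathers in skin than of plucked feathers. Free RNA spread over all barcodes is argued against as the whole cause, because 1 cluster held 92.4% of the class's COL1A1, COL1A2 and POSTN UMIs with 9.36% of its UMIs. These genes reached 20613 CPM over UMIs other than globin and mitochondrial ones in that cluster, against 18814 in fibroblast-like and 760 in erythroid-like cells. That cluster scored 0.486 as keratinocyte-like on 12 detected markers. No second class was recorded for it, which is not a measured fibroblast-like score. Its median of 7846.5 UMIs was below the 9421 of the class. The keratinocyte-like score argues against fibroblast-like cells alone under a wrong name for this cluster. Doublets with fibroblast-like cells would carry the other fibroblast-like markers too. The levels of those markers in this cluster were not compared, so such doublets stay open. Other kinds of doublets or misnaming also stay open, as does a biological difference between the dissections.

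KRTAP10-4 rose from day 13 to day 14 in fibroblast-like as well as keratinocyte-like nuclei. Free RNA spread evenly is argued against by its level in erythroid-like nuclei of day 14, 0.276 of that in fibroblast-like ones (678 against 2460 CPM over the same UMIs). RNA attached to particular droplets, or doublets that were not marked, may still explain its presence outside keratinocyte-like nuclei, and the change with age stays open as well.

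SHH at day 13 was as high in fibroblast-like as in keratinocyte-like nuclei. The median over the other named classes was 93.5% of the keratinocyte-like level, against 9.20% in plucked day 12, 19.1% at day 14 and 1.76% in feathers in skin. Free RNA in the barcodes of day 13 may account for part of it, but a similar median does not show an even spread. Over UMIs other than globin and mitochondrial ones, the other named classes ranged from 124 to 283 CPM, with erythroid-like nuclei at 131 CPM. Over all UMIs, the keratinocyte-like sub-cluster with the highest SHH level held 553 CPM, against 87.8 CPM in the rest of the class. How much of the SHH is free RNA is therefore not settled. One cluster of fibroblast-like nuclei, with a keratinocyte-like score close to its own, held 91.6% of the class's SHH UMIs and 81.8% of all its UMIs (276 CPM, against 125 and 96.9 CPM in the other clusters of the class). Naming stays open as a further source.

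The feather keratin family was higher in plucked keratinocyte-like cells than in those of feathers in skin. That cells with the family were left out of the class in feathers in skin is argued against as the whole cause by the ratio over all kept barcodes, 2.13. The dissection and the sex of the embryos stay open.

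In the sub-clusters with the highest SHH level, 8 panel genes were higher in all 4 libraries. Of 10000 random picks of 1 sub-cluster per library, the highest gave 7 such genes, and 0 gave as many. Such picks combine unrelated sub-clusters, so they are no fair comparison for sub-clusters chosen by the same gene and show nothing particular to SHH. The chosen sub-clusters differed between cells and nuclei in other panel genes. TOP2A, NOTCH1 and WNT3A were lower in both libraries of cells and higher in both of nuclei, and FOXN1 the reverse. The 8 panel genes were higher in the sub-cluster chosen by SHH in all 4 libraries, but not confined to it. In plucked day 12, FGFR3 was at 345 CPM there against 278 CPM in the other sub-clusters. The position of the chosen sub-clusters in the feather was not tested.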
